A study of Mus musculus with 8 samples.

How the data were processed

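Genomic DNA came from brain nuclei of C57BL/6 mice, isolated by fluorescence-activated sorting (FANS), 4 weeks after AAV vectors coding for CRISPR/Cas9 had been injected into the motor cortex, per the labels. The labels name the sort fraction (Cas9-positive or Cas9-negative) and the construct (guide Sa1, guide Sa2, guide Sa4 or no guide), which makes 8 groups with 1 library each. The hexamers beside the target sites of the other amplicons read NNGRRT, the protospacer-adjacent motif of Staphylococcus aureus Cas9; the labels do not name the Cas9 species. Libraries were made with a QIAseq amplicon kit after direct lysis of the nuclei, per the labels.

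The deposited files hold read counts and, beside them, the percent of reads per class. Per the file headers, each library has a block for each of 16 amplicons and each of 2 read directions. A block gives a histogram of reads by number of mutations, whose last class is called Infinity, the expected sequence in both orientations, and an entry for each distinct mutated sequence with its deletions, insertions, substitutions and read count. The labels and headers name no aligner, version, genome build or filter. Each deleted, inserted or substituted base counts as 1 mutation in the authors' tally (0 placed sequences differed). Sequences beyond a limit that grows with amplicon length fell in the Infinity class and are not listed. The limit was 6 mutations for the 66 to 67 bases of the other amplicons, 7 for miR-128-1 and miR-128-2, 8 for miR-124-1 and 10 for miR-124-2. Deletions longer than these limits are therefore not seen as indels here. The listed entries added up to the histogram in every class (0 classes differed).

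The read counts were used as deposited. Each listed event was placed on the expected sequence, counted from 1 at the 5′ end of the first orientation given by the authors. Of 445542 mutated sequences, 520, with 571 reads, could not be placed and were counted as reads without an indel. The Cas9-positive library with guide Sa4 held 373 of these reads, and each other library 6 to 40. Where they carry an indel, the indel shares of that library are too low. The indel share of a locus is the number of reads with at least 1 insertion or deletion overlapping 10 bp on each side of the predicted cut site, divided by all reads of the locus, reads beyond the mutation limit included. Both read directions were pooled and counted as separate reads. If some are mates of the same fragment, which was not checked, intervals are too narrow and p-values too small. After the data had been examined, 13 of 256 blocks in which over 90% of reads lay beyond the mutation limit were left out (98.7% at the lowest; 55.1% at the highest in a block that was kept); these were the forward blocks of chr15-5432906 and the reverse blocks of chr2-134788648. No read of chr15-5432906 was left, so that 10 of the 11 other loci were analysed. A further 37 blocks held no reads.

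Cut sites were predicted 3 bp before the hexamer. At the 11 other loci the expected sequence is a target with 20 bases on each side, and each hexamer read NNGRRT. The guide sequences were not used here. For miR-124 the site was placed before GCGGTGAAT, whose hexamer is GTGAAT. For miR-128 it was placed before ACAGTGAAC, whose hexamer GTGAAC ends in a base other than T; this placement was chosen after the position of the indels at miR-128-2 had been seen. Mature miR-124-3p and miR-128-3p sequences were taken as commonly listed and located in the expected sequences. Gene names of the targeted hairpins and of genes that contain them come from the RefSeq annotation of assembly GRCm38.p6, in which the annotated length of each hairpin equalled the expected length of its amplicon. Positions of the other loci are those in the authors' amplicon names; the build was not stated.

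Shares carry 95% Wilson intervals. A count of 0 is given with the share that 3 reads would make. Reads were not collapsed by molecular identifier, so intervals and limits cover counting error only. Libraries were compared by two-sided Fisher's exact tests on reads, with Benjamini-Hochberg adjustment within each of 3 families: each guide against no guide among the Cas9-positive libraries (44 tests), Cas9-positive against Cas9-negative with the same construct (59 tests), and each guide against no guide among the Cas9-negative libraries (45 tests). The last family was added after the data had been examined. With 1 library per group there was no replicate, and these tests compare the reads of 2 libraries, not the conditions. A locus counted as above background with an adjusted p-value under 0.05 and a difference of at least 0.1 percentage points. P-values below 1e-300 were written as 1e-300.

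All targeted loci are named. Other loci were to be named if they passed both thresholds, and of single alleles the 3 with most reads per targeted locus; further loci and alleles named in the text were chosen after their values were seen. Alleles were compared after each indel had been moved to its leftmost place.

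Alternatives fixed before the data were examined were indels anywhere in the amplicon, a window of 5 bp, indels of at least 2 bp, indels together with substitutions, entries with at least 10 reads, other background libraries, loci with at least 1000 reads in both libraries, a difference of at least 0.5 points, and background subtraction for the size spectrum. Added later were each read direction alone, reads beyond the mutation limit left out or counted as indels, and every block included. For the sort fractions, the Cas9-negative libraries and the count with guide Sa1, all alternatives were added after the data had been examined.

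The steps from file to adjusted p-value were tested on simulated data in the deposited format: a guided library against a library without a guide at 15 loci. Counted indel reads differed from simulated ones by 0 reads. All 6 loci with a simulated share of 0.3% to 90.0% were called against a background of 0.03%, and 0 others. The smallest simulated shares lay at the other loci with most reads, so calls at shallow loci were not tested. Simulated reads beyond the mutation limit were drawn only from reads without an indel. The loss of indel reads to that class was therefore not simulated, and the difference of 0 reads does not cover it. Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 were used.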

Results

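Mutations were counted by amplicon sequencing in nuclei of mouse motor cortex that had received AAV vectors for CRISPR/Cas9, a nuclease that cuts DNA where a guide RNA pairs with it. The study asked how often the 3 miR-124 and 2 miR-128 loci were mutated and whether mutations arose elsewhere. Guide Sa4 was directed at miR-124, guide Sa2 at miR-128, and guide Sa1 was described as inoperative; a construct without a guide served as the control. Nuclei were sorted by their Cas9 signal, and each construct gave a Cas9-positive and a Cas9-negative library. Files held from 311737 reads (Cas9-positive, guide Sa1) to 1013538 reads (Cas9-negative, guide Sa1), 6312034 reads in all, of which 5643911 were used. The 16 amplicons comprised the 5 targeted loci and 11 other loci, 7 named by the authors for Sa4, 3 for Sa1, 1 for both and 0 for Sa2.

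The first comparison asked how often the miR-124 loci were mutated with guide Sa4. The expected sequences span the annotated hairpins Mir124a-1 (85 bases, inside Mir124a-1hg), Mir124a-2 (109 bases, inside Mir124-2hg) and Mir124a-3 (68 bases). The predicted cut site reads ATTAAGGCAC before and GCGGTGAATG after the cut in all of them, between bases 8 and 9 of mature miR-124-3p. At miR-124-1, 7723 of 9468 reads carried an indel in the Cas9-positive library with guide Sa4, an indel share of 81.6% (95% Wilson interval 80.8 to 82.3%). The Cas9-positive library without a guide had 6 of 11414 reads (0.053%; 0.024 to 0.115%). The 6 libraries without guide Sa4 lay between 0.022% and 0.053%. The difference from no guide was 81.5 percentage points (Fisher's exact test, adjusted p at the lower limit of 1e-300). Counting indels of at least 2 bp only moved this difference most, to 2.49 points.

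At miR-124-2, the Cas9-positive library with guide Sa4 had an indel in 22944 of 24306 reads, or 94.4% (94.1 to 94.7%). Without a guide the count was 5 of 24430 reads (0.020%; 0.0087 to 0.048%), and the 6 libraries without guide Sa4 lay between 0.012% and 0.030%. The difference was 94.4 points (adjusted p 1e-300). Forward and reverse reads gave 86.2% and 96.1% at this locus, and 79.5% and 83.5% at miR-124-1. Of these reads, 11.6% and 3.35% lay beyond the mutation limit at miR-124-2, and 15.2% and 9.48% at miR-124-1. Such reads count as reads without an indel, so the shares at both loci are too low if some of them carry one. Unmutated reads made up 0.048% of forward and 0.069% of reverse reads at miR-124-2.

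The miR-124-3 locus could not be compared, because the Cas9-positive library with guide Sa4 held 0 reads of it. This amplicon had 118 reads in the Cas9-positive library with guide Sa1, 1122 reads without a guide, 13566 reads with guide Sa2, and 17002 to 31722 reads in the Cas9-negative libraries. In the Cas9-negative library with guide Sa4, 4 of 17520 reads carried an indel (0.023%; 0.0089 to 0.059%).

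The same comparison was made for the miR-128 loci with guide Sa2. The predicted cut site lies between bases 2 and 3 of mature miR-128-3p, and the amplicons span Mir128-1 (70 bases, inside R3hdm1) and Mir128-2 (76 bases, inside Arpp21). At miR-128-2, 53243 of 63144 reads carried an indel in the Cas9-positive library with guide Sa2, a share of 84.3% (84.0 to 84.6%). Without a guide there were 18 of 104478 reads (0.017%; 0.011 to 0.027%), a difference of 84.3 points (adjusted p 1e-300). Forward and reverse reads gave 82.6% and 86.2%, and 12.4% and 8.63% of them lay beyond the mutation limit. The difference moved most under indels of at least 2 bp, to 65.2 points.

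At miR-128-1, the same library had 43 of 59188 reads with an indel (0.073%; 0.054 to 0.098%), against 37 of 56532 reads without a guide (0.065%; 0.047 to 0.090%). The difference of 0.0072 points was not detectable at this depth and background (adjusted p 1), and the 6 libraries without guide Sa2 ranged from 0.051% to 0.071%. Reverse reads held most of these indels, with 39 of 29268 reads with guide Sa2 and 37 of 27589 without a guide. Forward reads had 4 of 29920 and 0 of 28943. In the 21 bases up to the hexamer, the miR-128-1 sequence GAGAGGTTTACATTTCTCACA and the miR-128-2 sequence GAGTGAGTAGCAGGTCTCACA differ at 7 bases. The 4 bases before the cut site and the 19 after it are identical.

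**Figure D1:**
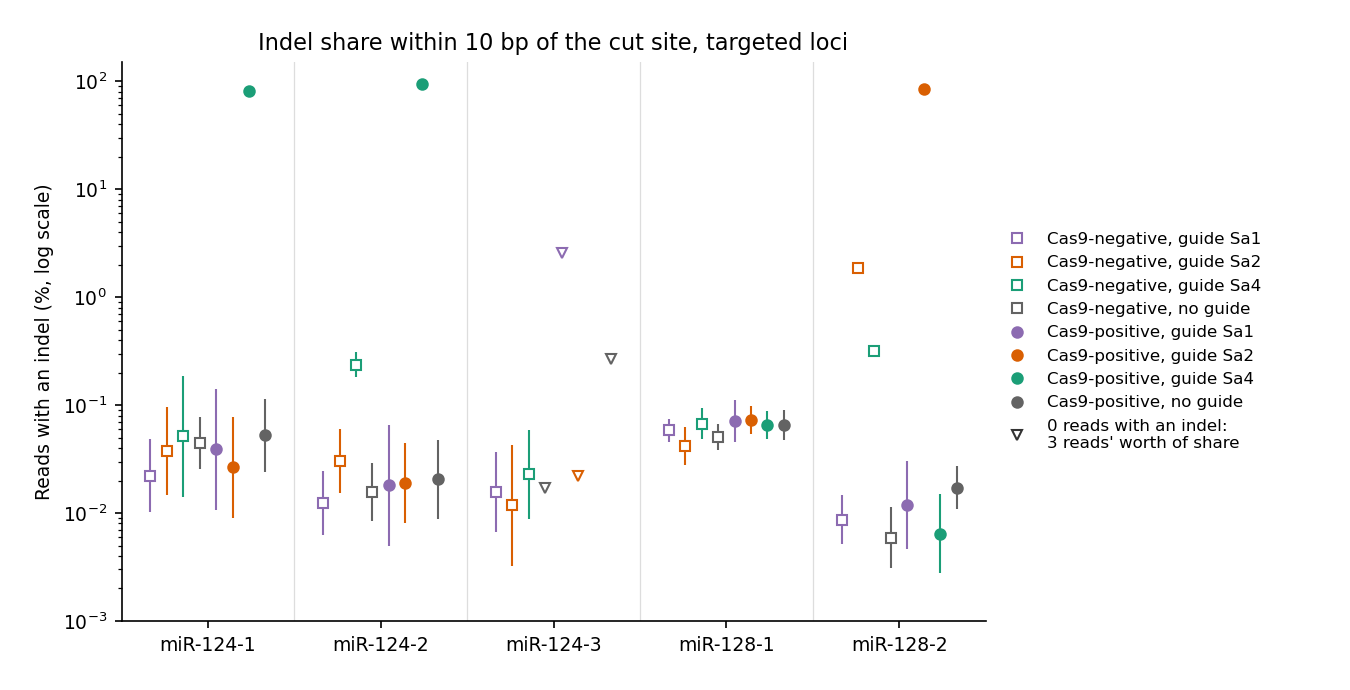
Percent of reads with an indel within 10 bp of the predicted cut site (log scale) at the 5 targeted loci, for each library; circles are Cas9-positive and open squares Cas9-negative libraries, bars are 95% Wilson intervals, and triangles mark the share of 3 reads where 0 reads had an indel. The Cas9-positive libraries stand at 81.6% and 94.4% for guide Sa4 at miR-124-1 and miR-124-2 and at 84.3% for guide Sa2 at miR-128-2; miR-124-3 has no point for Cas9-positive guide Sa4.

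With guide Sa1, 15 loci were compared between the Cas9-positive libraries with and without the guide. There were 0 loci with an adjusted p-value under 0.05 and 0 with an unadjusted one. At the targeted loci the differences lay between -0.014 and 0.0053 points. The Cas9-positive library with guide Sa1 had the fewest reads, and at miR-124-3 its count was 0 of 118 reads, which allows a share of up to 2.54%. Under each of the alternatives that moved this count, 1 locus passed: chr3-70303938, higher by 0.359 points, when reads beyond the mutation limit were taken as indels, and miR-128-2, at -0.305 points, against the highest library without a guide for it.

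Sort fractions of the same construct were compared next. With guide Sa4, the Cas9-negative library had an indel in 2 of 3902 reads at miR-124-1 (0.051%; 0.014 to 0.187%) and in 54 of 22858 reads at miR-124-2 (0.236%; 0.181 to 0.308%). The Cas9-positive library was higher by 81.5 points and 94.2 points (adjusted p 1e-300 for each). With guide Sa2 at miR-128-2, the Cas9-negative library had 1847 of 100118 reads (1.84%; 1.76 to 1.93%), and the Cas9-positive one was higher by 82.5 points (adjusted p 1e-300). Going the other way, with guide Sa4 at miR-128-2 the Cas9-negative library had 305 of 96117 reads (0.317%; 0.284 to 0.355%) and the Cas9-positive library 5 of 77436 (0.0065%; 0.0028 to 0.015%), a difference of -0.311 points (adjusted p 5.5e-69). Indels of at least 2 bp moved the first 3 of these differences most, to 2.50, 15.6 and 63.3 points, and counting substitutions with indels moved the last most, to -2.52 points. The 59 tests of this family gave these 4 with an adjusted p-value under 0.05. At the other loci, 0 of 40 tests had an unadjusted p-value under 0.05.

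Among the Cas9-negative libraries themselves, 3 of 45 tests against no guide passed both thresholds. Guide Sa2 at miR-128-2 was higher by 1.84 points (adjusted p 1e-300), guide Sa4 at miR-128-2 by 0.311 points (adjusted p 4.0e-110) and guide Sa4 at miR-124-2 by 0.221 points (adjusted p 6.4e-21). The last of these moved most, to 5.11 points, when substitutions were counted with indels. It no longer passed both thresholds under 3 alternatives: with forward reads alone (0.137 points, adjusted p 0.106), with indels of at least 2 bp (0.031 points, adjusted p 0.00134) and with entries of at least 10 reads (0.074 points, adjusted p 2.2e-09). Without a guide, the Cas9-negative library had 9 of 151938 reads at miR-128-2 (0.0059%) and 10 of 63719 at miR-124-2 (0.016%). With guide Sa4 at miR-124-2, 28 of the 54 indel reads were an insertion of A (1 forward, 27 reverse). That allele made up 0.253% of indel reads in the Cas9-positive library with guide Sa4. Of the 3 leading alleles there, the insertion of T had 14 reads in the Cas9-negative library. The insertion of G and the deletion of GCGG had 0.

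Indel alleles were described at the 3 loci with edited reads. At miR-124-1, 6107 of 7723 indel reads (79.1%; 78.2 to 80.0%) were insertions of 1 base. The most frequent alleles were an insertion of C at base 60 (3899 reads, 50.5% of indel reads; 49.4 to 51.6%), an insertion of T at base 61 (1988 reads, 25.7%; 24.8 to 26.7%) and a deletion of G at base 61 (1351 reads, 17.5%; 16.7 to 18.4%). These 3 made up 93.7% of indel reads (93.2 to 94.2%), among 31 distinct sequences.

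At miR-124-2, insertions of 1 base made up 83.3% of indel reads (82.8 to 83.8%). The leading alleles were an insertion of T at base 70 (10254 reads, 44.7%; 44.0 to 45.3%), an insertion of G at base 70 (8639 reads, 37.7%; 37.0 to 38.3%) and a deletion of GCGG from base 70 (3701 reads, 16.1%; 15.7 to 16.6%). Together they held 98.5% of indel reads (98.3 to 98.6%). The net size was not a multiple of 3 in 99.97% of indel reads at miR-124-1 and 99.99% at miR-124-2.

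Deletions dominated at miR-128-2, with 96.6% of indel reads (96.5 to 96.8%). By net size, deletions of 7 bases made up 26.4%, of 2 bases 20.3%, of 1 base 19.2%, of 6 bases 15.6% and of 3 bases 13.6%. The most frequent alleles were the replacement of CAGGTCTC from base 42 by A (9055 reads, 17.0%; 16.7 to 17.3%), a deletion of C at base 49 (8222 reads, 15.4%; 15.1 to 15.8%) and a deletion of TCTCAC from base 46 (8196 reads, 15.4%; 15.1 to 15.7%). They held 47.8% of indel reads (47.4 to 48.3%), and the 7 most frequent held 90.5% (90.2 to 90.7%). The limit of 7 mutations per listed read bounds the sizes that could be seen. The share of the 7-base deletion moved most with reverse reads alone, to 27.4%. The net size was not a multiple of 3 in 70.8% of indel reads.

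**Figure D2:**
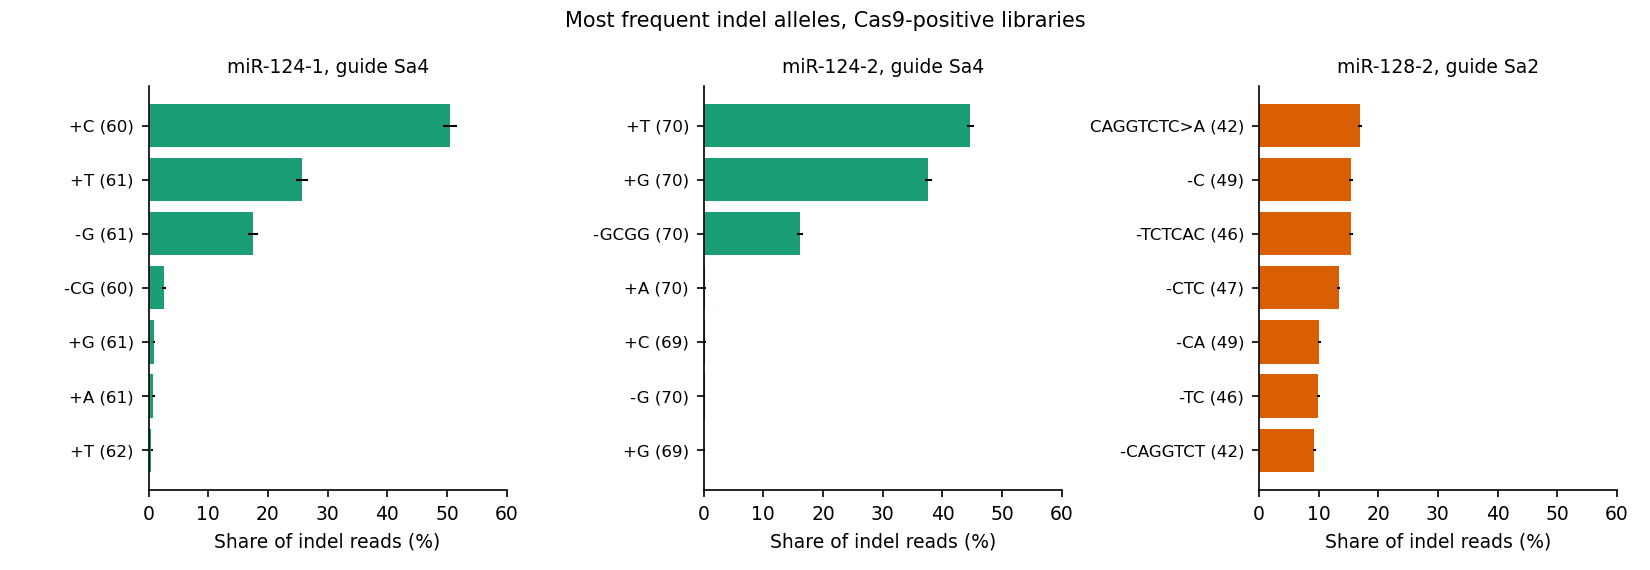
Share of indel reads (%) taken by each of the 7 most frequent alleles at the 3 edited loci, with 95% Wilson intervals; + is an insertion, - a deletion, > a replacement, and the number in brackets is the first changed base. The 3 leading alleles hold 93.7% at miR-124-1, 98.5% at miR-124-2 and 47.8% at miR-128-2.

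**Figure D3:**
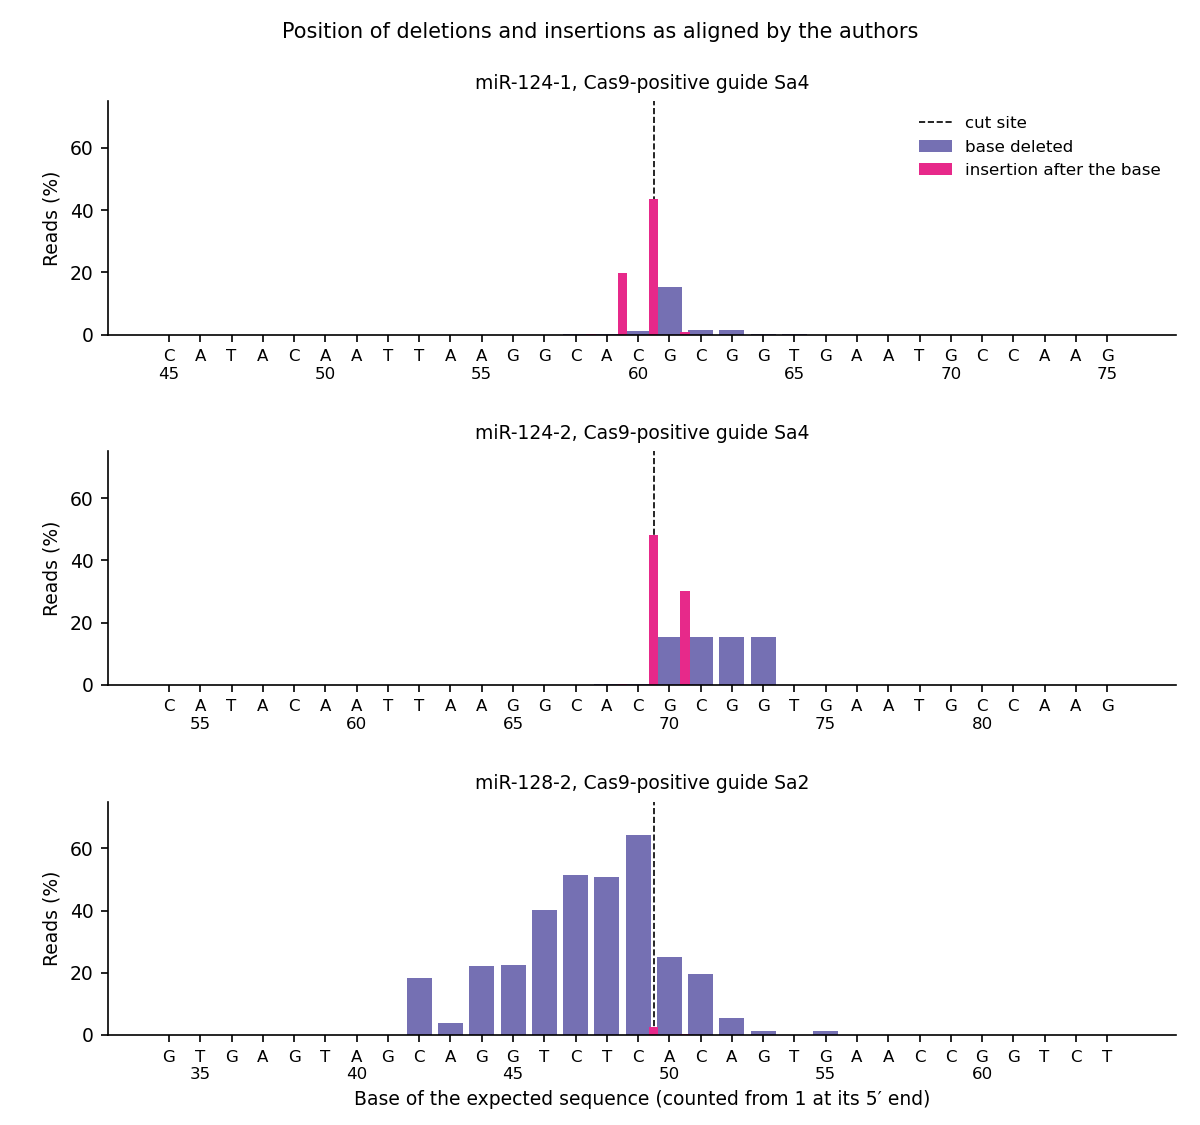
Percent of reads in which each base is deleted (wide bars) or followed by an insertion (narrow bars), as aligned by the authors, along 15 bases on each side of the predicted cut site (dashed line), for the Cas9-positive libraries. Insertions peak next to base 60 at miR-124-1 (43.5%) and base 69 at miR-124-2 (48.1%), and base 49 is the most deleted at miR-128-2 (64.2%).

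Substitutions were kept apart from indels because they include PCR and sequencing errors. In the window, 22.7% of reads at miR-124-1 carried a substitution in the Cas9-positive library without a guide, 7.43% at miR-124-2, 12.4% at miR-128-1 and 6.26% at miR-128-2. Against these, the share was lower with guide Sa4 at miR-124-1 (20.2%, a difference of -2.59 points, adjusted p 8.7e-05) and with guide Sa2 at miR-128-2 (4.90%, a difference of -1.36 points, adjusted p 4.3e-30). No difference was detectable at miR-124-2 with guide Sa4 (0.034 points, adjusted p 0.947) or at miR-128-1 with guide Sa2 (0.039 points, adjusted p 0.929). The largest move was at miR-124-2 with guide Sa4, higher by 2.26 points with substitutions anywhere in the amplicon (adjusted p 1.4e-07). With reverse reads alone the difference at miR-124-1 was -0.790 points (adjusted p 0.518). Reads with an indel and a further substitution pass the mutation limit sooner than reads without an indel.

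Mutations outside the targeted genes were sought at 10 other loci. Over 80 pairs of library and locus the indel share ran from 0% to 0.205%; it was under 0.1% in 74 pairs and 0 in 15. Of 30 tests of a guide against no guide in Cas9-positive libraries, 3 had an unadjusted p-value under 0.05, 1 an adjusted one, and 0 also differed by at least 0.1 points. No other locus was named for Sa2, so the 10 tests with that guide address no site named for it. They gave 2 of the 3 unadjusted p-values, both with a lower share (-0.048 points at chr17-49055768, -0.0073 points at chr2-134788648). The tests with guides Sa1 and Sa4 also include loci named only for the other of these guides. The exception with an adjusted p-value under 0.05, named after its values were seen, was chr2-46717939, an amplicon the authors named for Sa1. With guide Sa4, 23 of 62393 reads there carried an indel (0.037%) against 7 of 66024 without a guide (0.011%), a difference of 0.026 points (adjusted p 0.031). The library without a guide was the lowest of all 8 here; the other 5 libraries without guide Sa4 lay between 0.018% and 0.022%. The Cas9-negative library with guide Sa4 had 20 of 63276 reads (0.032%). Counting indels within 5 bp only removed this call (0 comparisons left), while counting reads beyond the mutation limit as indels raised the number of comparisons to 6. Of these 6, 4 were higher with the guide and 2 lower, both at chr18-57173043 (-9.98 points with guide Sa2 and -9.61 points with guide Sa4).

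The largest differences were at chrX-37055312, with 0.133 points for guide Sa1 (3 of 1460 reads against 2 of 2767; adjusted p 0.820) and 0.125 points for guide Sa4 (3 of 1519 reads; adjusted p 0.820); neither was detectable at this depth. Depth at the other loci ran from 305 to 223971 reads. At chr10-114394356 all 8 libraries had 0 indel reads, and the shallowest of them, 0 of 305 reads, allows a share of up to 0.984%.

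**Figure D4:**
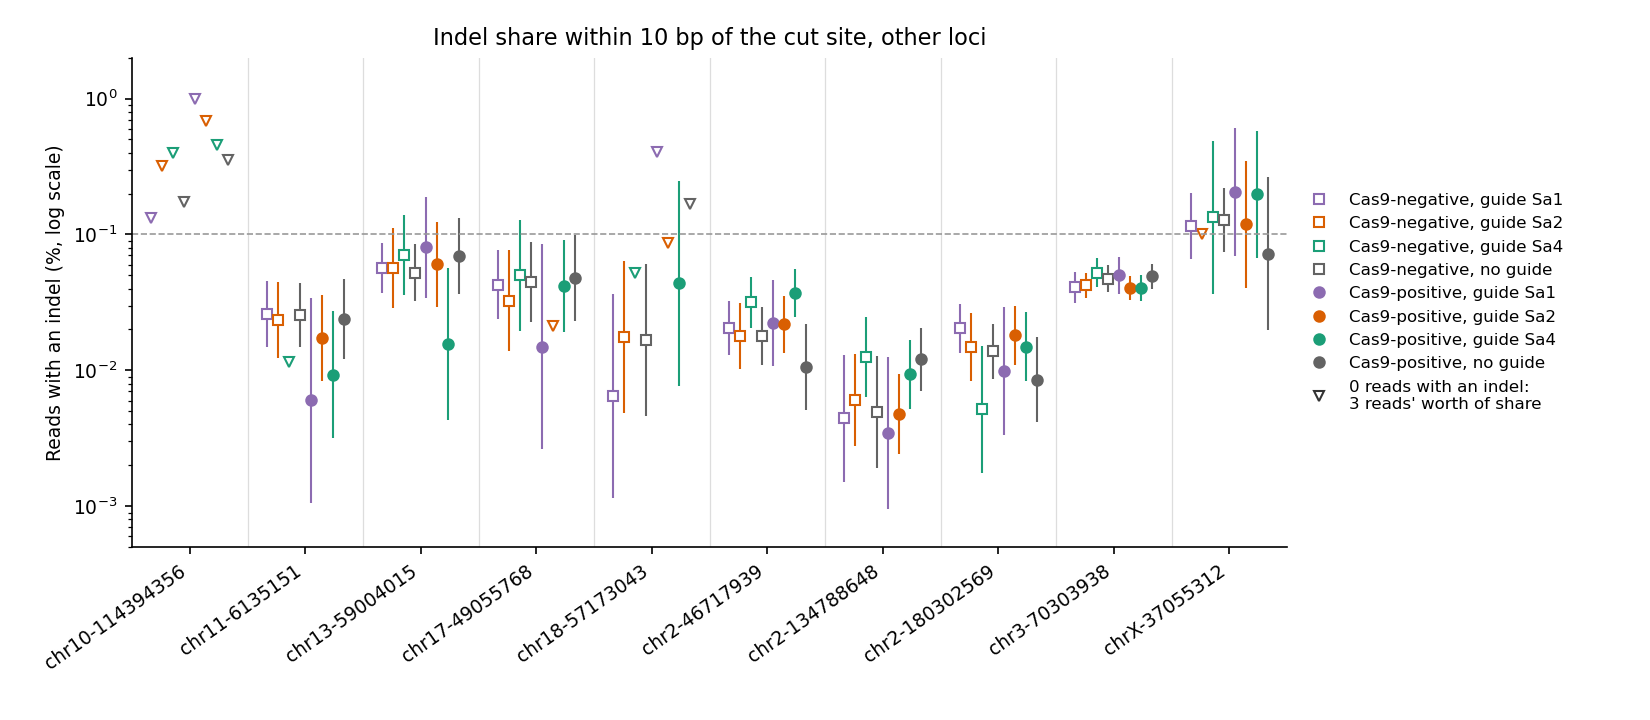
Percent of reads with an indel within 10 bp of the predicted cut site (log scale) at 10 other loci, for each library; symbols and bars as in the plot of targeted loci, with a dashed line at 0.1%. The highest share is 0.205%, at chrX-37055312 in the Cas9-positive library with guide Sa1, and the intervals of the guided libraries there overlap that of the library without a guide.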

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

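The comparisons across loci of a library, the calculation with the errors of the other 6 libraries and the comparison at miR-124-1 were tests chosen after the results had been seen; the calculation from listed indels was written before its outcome at each locus was known.

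Reads beyond the authors' mutation limit enter the denominators of the report and are not analysed there as indels. At miR-128-2 in the Cas9-positive library with guide Sa2 they made up 10.6% of reads (95% Wilson interval 10.4 to 10.9%), above the 6 libraries without guide Sa2 (3.76% to 5.39%) and the Cas9-negative library with it (3.71%). The top of that range is the Cas9-negative library with guide Sa4; the other libraries reached 4.03% at most. More read errors in the whole library is argued against: with the Cas9-negative library with guide Sa4 left out, it had the highest share at 1 of 14 other loci, and it lay above no guide at 8 of them. A listed indel uses up part of the limit of 7 mutations, so that a further read error can push the read past it. Applying the errors of the Cas9-positive library without a guide (3.77% beyond the limit) to the listed indels gave 8.47%, which covers 4.70 of the 6.86 points above no guide and leaves 2.15 points. With the errors of the other 6 libraries, 5 gave 8.63% to 9.11%, under the observed share, and the Cas9-negative library with guide Sa4 gave 12.9%. Deletions longer than the limit may make up the remaining 2.15 points. They cannot be told apart from read errors, since these reads are not listed and the calculation rests on an assumed error profile. Under both explanations some of the reads beyond the limit carry an indel, so that the share of 84.3% would be too low. The difference from no guide was 91.2 points with all of them counted as indels and 94.3 points with all of them left out.

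At miR-124-1 in the Cas9-positive library with guide Sa4, 12.2% of reads lay beyond the limit (11.6 to 12.9%), above the 6 libraries without guide Sa4 (10.6% to 10.9%) and below the Cas9-negative library with that guide (18.0%). The calculation with the errors of no guide gave 10.96%, which covers 0.357 of the 1.64 points above no guide and leaves 1.28 points. With the errors of the other 6 libraries, 5 gave 10.9% to 11.3% and the Cas9-negative library with guide Sa4 gave 20.4%. Deletions longer than the limit may make up the 1.28 points, and they cannot be told apart from read errors for the reason given above. The gap lay mostly in forward reads (15.2% observed, 12.9% calculated with the errors of no guide), against 9.48% and 9.09% in reverse reads. The errors of Cas9-positive guide Sa2 (9.67%) and Cas9-negative guide Sa4 (15.5%) gave more than the observed reverse share, those of the other libraries less. Long deletions would be expected in both directions, so the pooled 1.28 points may overstate their part. More read errors in the whole library stays open too: the library was the highest at 2 of 13 other loci, with the Cas9-negative library with guide Sa4 left out, but above no guide at 11. At chr13-59004015 it had 15.6% against 12.5% without a guide. No such excess was seen at miR-124-2 with guide Sa4 (4.76%, against 4.97% at the highest in the 6 libraries without it) or at miR-128-1 with guide Sa2, where the Cas9-negative libraries with guide Sa1 (13.1%) and guide Sa4 (19.0%) lay above it.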

How the results depend on the processing

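Of the 17 alternatives, those for single read directions, for reads beyond the mutation limit and for every block included were chosen after the data had been seen, as were all alternatives for the sort fractions, the Cas9-negative libraries and the count with guide Sa1. No paired analysis was possible because the groups have 1 library each and share fewer than 2 replicate numbers.

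Over 21 results there were 198 recomputed values. Of these, 3 reversed, 2 became weaker, 1 stronger and 14 moved. The other 178 kept direction and side of the threshold for the adjusted p-value alone, or their count. For the shares of a net size, they stayed within the Wilson interval of the reported value. The differences from no guide kept both under all 13 alternatives at miR-124-1 (2.49 to 92.9 points, largest adjusted p 1.5e-79), miR-124-2 (15.6 to 99.1 points) and miR-128-2 (65.2 to 94.3 points). The low ends come from counting indels of at least 2 bp, which leaves out the insertions and deletions of 1 base. Between sort fractions, all 11 alternatives kept direction and side with guide Sa4 at miR-124-1 (2.50 to 92.9 points), miR-124-2 (15.6 to 98.9 points) and miR-128-2 (-2.52 to -0.270 points) and with guide Sa2 at miR-128-2 (63.3 to 92.4 points). Among Cas9-negative libraries the same holds at miR-128-2 for guide Sa2 (1.53 to 1.91 points) and guide Sa4 (0.273 to 2.88 points). With guide Sa4 at miR-128-2, the alternative that counts substitutions does not test the indels. Substitutions alone differed there by 2.57 points among Cas9-negative libraries and by -2.21 points between sort fractions.

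With forward reads alone, guide Sa4 at miR-124-2 in the Cas9-negative library was higher by 0.137 points (adjusted p 0.106), where 4347 of the 22858 reads are left. With indels of at least 2 bp (0.031 points) and entries of at least 10 reads (0.074 points) it lay under the threshold of 0.1 points, though its adjusted p-value stayed under 0.05. The miR-128-1 difference was past the threshold under none of the 13 alternatives; its highest value was 0.260 points, and with reverse reads alone its sign changed, to -8.6e-04 points (adjusted p 1).

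At the other loci, 1 comparison had an adjusted p-value under 0.05. The number was 0 with a window of 5 bp, with indels of at least 2 bp, with entries of at least 10 reads, with the Cas9-negative library or the highest library as background, and with reverse reads alone, of which chr2-46717939 has none. It was 2 with substitutions counted, of which chrX-37055312 with guide Sa2 was lower (-3.81 points), and 6 with reads beyond the limit counted as indels, of which chr18-57173043 was lower with guides Sa2 (-9.98 points) and Sa4 (-9.61 points). The number of other loci above background was 0 as reported, 1 with substitutions counted (chr3-70303938 with guide Sa4, 0.821 points) and 3 with reads beyond the limit counted as indels. The 3 loci were chr13-59004015 (3.08 points) and chrX-37055312 (3.52 points) with guide Sa4, and chr3-70303938 with guides Sa1 (0.359 points) and Sa4 (0.309 points). For guide Sa1 the number of loci with an adjusted p-value under 0.05, 0 as reported, was 1 with the highest library as background and 1 with reads beyond the limit counted as indels. The first is miR-128-2, where that background is the Cas9-negative library with guide Sa4 (0.317%). Apart from these constructions, the cause was not tested.

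The most frequent net size at miR-128-2, 26.4% as reported, was 25.5% with forward and 27.4% with reverse reads alone. For substitutions, reverse reads alone gave -0.790 points at miR-124-1 (adjusted p 0.518), and substitutions anywhere in the amplicon gave 2.26 points at miR-124-2 (adjusted p 1.4e-07). With forward reads alone the sign changed at miR-124-2 (-0.819 points, adjusted p 0.675) and miR-128-1 (-0.163 points, adjusted p 0.753), neither past the threshold in the report. The cause was not tested. The substitution difference at miR-128-2 kept direction and side under its 4 alternatives (-2.88 to -1.02 points).

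Depth limits the results at miR-124-3, which gave no value under any alternative because the Cas9-positive library with guide Sa4 has 0 reads of it, and at chr10-114394356, where 0 of 305 reads allow a share of up to 0.984%. Counts of reads do not give the number of nuclei behind them, and the intervals do not cover variation between animals.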

Other observations

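All tests in this part were chosen after the result they address had been seen. The design has 1 library per group. Apart from editing by the guides and the sequence beside the cut site, no biological explanation was tested.

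Few alleles made up the indel reads at the miR-124 loci with guide Sa4, and they differed between loci, although the 16 bases on each side of the predicted cut site are identical. The allele shares of miR-124-1 and miR-124-2 overlapped by 27.7%, which argues against the nearby sequence as the whole cause of the allele choice. Forward and reverse reads of a locus overlapped by 95.9% at the lowest, which argues against a reading artefact of 1 direction. The effective number of alleles was 2.72 at miR-124-2 and 2.84 at miR-124-1, against 8.02 at miR-128-2 with guide Sa2. Few template molecules entering the PCR may have left few alleles; this cannot be told apart from a true preference, because reads were not collapsed by molecule and there is no second library. If templates were few, the indel shares at these loci are less precise than their intervals say.

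In the Cas9-negative library with guide Sa2, a deletion of CA made up 1811 of 1847 indel reads at miR-128-2 (98.1%). In the Cas9-positive library with that guide it was number 5 by reads, with 10.1% of indel reads. Carry-over of reads from that library would bring the other 6 of its 7 most frequent alleles along, about 14432 reads. Of these, 6 reads were seen, which argues against carry-over. Few edited templates among these nuclei could give a single leading allele, at 98.1%. This cannot be told apart from other origins, since the number of templates is unknown.

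In the Cas9-negative library with guide Sa4, which has no guide for miR-128, a deletion of CAGGTCT made up 288 of 305 indel reads at miR-128-2 (94.4%). It was number 7 in the Cas9-positive library with guide Sa2 (9.26%). Carry-over of reads from there would bring about 2525 reads of the other 6 of that library's 7 most frequent alleles, and 1 was seen. Editing of miR-128-2 by guide Sa4 is argued against by the Cas9-positive library with that guide, at 0.0065%. A few templates edited with guide Sa2 that entered this sample could leave 1 leading allele, at 94.4%; this cannot be told apart from other origins, as templates were not counted.

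Reads of miR-124-3 were few in 3 of the Cas9-positive libraries: 0 with guide Sa4, 118 with guide Sa1 (0.038% of reads used) and 1122 without a guide (0.160%). The fourth, with guide Sa2, had 1.71%, and the Cas9-negative libraries 1.90% to 3.38%. Fewer reads in the library as a whole is argued against, since the share itself fell, to 0.160% at the higher of guide Sa1 and no guide. Loss of copies through editing is argued against in those 2 libraries, where the indel share at miR-124-1 and miR-124-2 was 0.053% at the highest. With guide Sa4, about 12972 reads would be there at the lowest Cas9-negative share. Loss through editing, by deletions that remove a primer site for example, cannot be told apart there from the loss that left 118 reads in the library with guide Sa1.

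Substitution shares were highest in the Cas9-negative library with guide Sa4 at 13 of 15 loci. At the 12 of these loci with reads in the Cas9-positive library with guide Sa4, that library lay above all 6 libraries without the guide at 2, and above the Cas9-positive library without a guide at 9. Its rise over the library without a guide was small, with a median of 0.162 points over the 12 loci, against 4.59 points between the Cas9-negative libraries. It was the smaller at all 12 loci, each time by more than the range between the 6 libraries without the guide. This argues against editing by guide Sa4 as the whole cause, since editing would raise the Cas9-positive library at least as much. More PCR or sequencing errors in the Cas9-negative library were not tested by the 8 of 10 other loci at which it was the highest, since these belong to the 13 loci of the pattern, so this explanation stays open. The Cas9-negative library with guide Sa4 also had the lowest share of unmutated reads, 64.1%, and 8.53% of reads beyond the mutation limit.

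At chr2-46717939, the Cas9-positive library with guide Sa4 had an indel in 23 of 62393 reads, more than without a guide. The library without a guide, at 0.011%, was the lowest of all 8, and the other 5 libraries without guide Sa4 lay between 0.018% and 0.022%, so the comparison rests on a low control. Editing by guide Sa4 would be expected to raise the Cas9-positive above the Cas9-negative library, which had 20 of 63276 reads (Fisher's exact test p 0.650). Within 5 bp of the predicted cut site the counts were 4 and 3 reads with guide Sa4, 0 in the Cas9-positive library without a guide, and from 1 to 4 in the other 5 libraries without guide Sa4. Editing at this level cannot be told apart from errors with so few reads.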
